A study of Homo sapiens with 4 samples.

How the data were processed

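The data are RNA sequencing profiles of 4 libraries from 2 human prostate cancer cell lines, 22Rv1 and LnCAP (the line usually written LNCaP). Per the labels' protocols, each line was infected with lentivirus carrying an shRNA against GLYATL1 or a non-targeting shRNA, and stable populations were selected with puromycin at 1 µg/ml. Total RNA was then extracted and libraries were made with standard Illumina protocols. Each of the 4 groups (line and shRNA) holds 1 library. The sequence of the hairpin and the time after selection are not given in the sources used here.

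Per the submitters' processing notes, the reads were processed with Trim Galore 0.4.1, FastQC 0.11.5, TopHat2 2.1.0, SAMtools 1.3.1, HTSeq 0.6.0 and DESeq on the human build GRCh38. Their settings, their order, the annotation release and the use of strand are not given in the sources used here. The deposited table holds 1 signal value per gene and library for 60619 Ensembl gene IDs, made by the authors as read counts divided by a size factor per library. This reading comes from the values: 100% of the nonzero values in each of the 4 columns were whole multiples of 1 step, within 0.01 of a read. The steps gave size factors of 0.9588 and 1.043 in 22Rv1 and 0.9681 and 1.033 in LnCAP (GLYATL1 shRNA first). The 2 factors of each line multiplied to 1, so the lines had been scaled separately. Every column of the table belonged to 1 of the 4 libraries.

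The recovered reads summed to 12868550 for GLYATL1 shRNA and 14644317 for non-targeting shRNA in 22Rv1. In LnCAP they summed to 17256832 and 18287578. The 10 most abundant genes took 4.95% to 6.14% of the reads of a library. All 37 genes of the mitochondrial genome are listed at 0 in all 4 libraries, so the genes encoded there were not assessed. Symbols were matched for 41164 of the IDs (67.91%). Positions and gene types came from GENCODE release 29 on GRCh38, which held 93.91% of the IDs.

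The design fixed before the data were examined called for edgeR's quasi-likelihood test on counts, or for limma on the log2 scale if the values had another unit. Since the deposited values are scaled, limma 3.58.1 was the main test, on log2(deposited value + 2), with an intensity-dependent prior variance. The deposited size factors took the place of TMM scaling and the pseudocount of 2 that of the prior count. Fold changes of genes with few reads are understated on this scale. The model held the cell line and the shRNA arm over all 4 libraries, which leaves 1 residual degree of freedom, and moderation across genes added 11.71 prior degrees of freedom. The lines are the only replicates of the knockdown contrast. With so few residual degrees of freedom, its p-values set the mean effect mostly against a variance pooled across genes. How far the lines differ for a gene enters only in small part. MAF, with log2 ratios of 1.45 and 1.54, had an SE of 0.214, and SYT4, with 0.41 and 1.55, had 0.209. Genes had to pass edgeR's filterByExpr on the recovered reads by arm, which kept 21516. Benjamini-Hochberg adjusted p under 0.05 was the threshold. The contrast of LnCAP with 22Rv1 used the same model on recovered reads with TMM scaling, because the deposited scaling was separate per line, and also required a 2-fold difference.

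Within a line there was 1 library per arm and no test of the condition. Ratios there are log2((a + 2)/(b + 2)) of the deposited values, with an exact 95% conditional binomial interval of the read ratio, which covers counting error only and takes reads as independent molecules. A gene entered a 2-fold set of a line if its log2 ratio was at least 1 in size, its mean CPM (edgeR's cpm of the recovered reads) in that line was at least 1 and its interval excluded equal levels. A model with different knockdown effects in the lines beside a shared one has no residual degrees of freedom. A fit with the arms of LnCAP exchanged measures the difference between lines instead, with the shared effect taken as residual.

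Before the data were examined, 39 gene lists were written for prostate cancer cells, acyltransferase metabolism, lentiviral shRNA and other cell types. Those with at least 5 tested members, 36 lists, were tested over both lines with limma's camera at a preset inter-gene correlation of 0.01. An estimated correlation and limma's fry were run beside it. Within each line, a list's median log2 ratio was placed among the medians of 10000 random lists of the same size matched on expression, as a description of those libraries. Named genes were chosen by a rule fixed before the data were examined. It took GLYATL1 and its family, genes past the test with a mean CPM of at least 1, and, per line, the 12 highest and 12 lowest ratios in the 2-fold set with a mean CPM of at least 5. It also took up to 10 genes in each direction for both lines, up to 4 members per list with the largest mean ratios, 8 genes with opposite ratios, and 6 genes in each direction for the line contrast plus 6 fixed genes. Genes without a symbol were passed over, except 1 called feature that is named by its ID. Some genes and lists that these rules reach are left out of the text and of the list figure, while the counts include them.

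Each step was tested on simulated data with the real means, library sizes and a dispersion of 0.0223. For the knockdown contrast over 21807 simulated genes, limma recovered 56 of 100 genes changed 2-fold and 96 of 100 changed 4-fold, with 23 calls among unchanged genes. Those 23 are a larger share of its calls than the threshold of 0.05 allows for. In the same simulation edgeR 4.0.16 recovered 55 and 98, with 8 calls among unchanged genes. DESeq2 1.42.0 recovered 51 and 68, with 109 calls among unchanged genes. For the list test, a simulated list of 30 genes raised 1.41-fold in both lines had an adjusted p of 1.63e-14 by camera with the preset correlation and of 0.998 with an estimated one, so the estimated correlation could not find a moved list with 1 residual degree of freedom. For the 2-fold sets, reads were first simulated with counting error only, the error that the intervals are built for. There, 95.6% of simulated intervals in 22Rv1 and 95.7% in LnCAP covered the true ratio, and 68 and 27 unchanged genes entered the sets. With the dispersion added, 229 unchanged genes in 22Rv1 and 154 in LnCAP entered them. Coverage with the dispersion was not computed.

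The count test on recovered reads (edgeR, TMM) was an added alternative and called 23 genes higher and 7 lower with GLYATL1 shRNA. Other alternatives were DESeq2, limma-voom, RLE size factors, library totals, other pseudocounts and filters, thinning to the smallest library, a fit without the line, and a fit with the arms of LnCAP exchanged. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.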

Results

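The transcriptomes of 2 prostate cancer cell lines were measured after stable knockdown of GLYATL1, to find the genes and pathways altered when its level is lowered. GLYATL1 belongs to the glycine N-acyltransferase family and transfers acyl groups from acyl-CoA to glutamine. 22Rv1 cells come from a castration-resistant prostate cancer xenograft. LnCAP cells come from a lymph node metastasis and depend on androgen. Each line gave 1 library with GLYATL1 shRNA and 1 with non-targeting shRNA. The libraries held 12868550 (GLYATL1 shRNA) and 14644317 assigned reads in 22Rv1 and 17256832 and 18287578 in LnCAP. No library has a replicate within its line, so values of 1 line describe 2 libraries, and tests were made over both lines.

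GLYATL1 itself (ENSG00000166840, chromosome 11, 58905398 to 59043527, GRCh38) was lower in both libraries that carried its shRNA. In 22Rv1 it had 594 reads against 1722 with non-targeting shRNA, a log2 ratio of -1.41 (95% interval -1.55 to -1.28), which left 37.6% of the control level. In LnCAP it had 244 reads against 1013, a log2 ratio of -1.95 (-2.17 to -1.76), which left 25.8%. Over both lines it fell, with a log2 fold change of -1.68 (SE 0.173, limma adjusted p = 0.00518). The nearby pseudogene GLYATL1P1 had 41 and 26 reads in 22Rv1 and 61 and 74 in LnCAP (GLYATL1 shRNA first). The relative GLYATL1B had 9 and 3 reads in 22Rv1 and 10 and 17 in LnCAP. GLYATL2 had at most 4 reads in a library, and GLYATL3 and GLYAT at most 1, so a change of these genes was not detectable at this depth.

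**Figure D1:**
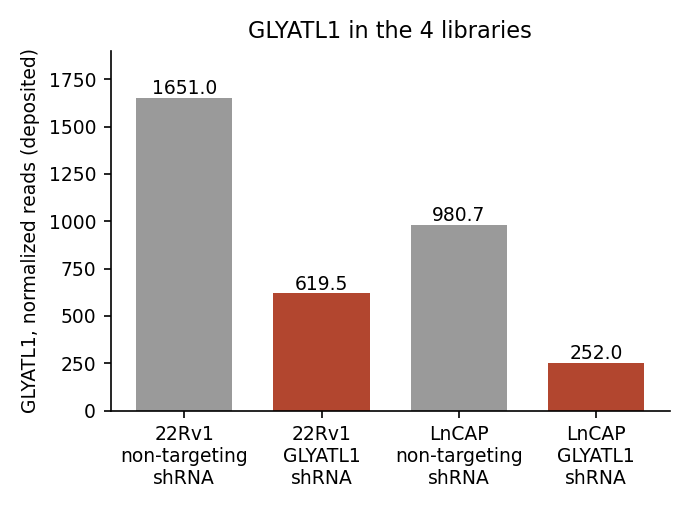
Deposited normalized reads of GLYATL1 (linear vertical axis from 0) in the 4 libraries, 1 bar per library. The value was 1651.0 with non-targeting and 619.5 with GLYATL1 shRNA in 22Rv1, and 980.7 and 252.0 in LnCAP.

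Over both lines, few single genes responded alike. Besides GLYATL1, the 1 protein-coding gene past the test was MAF, a basic leucine zipper transcription factor, which rose with a log2 fold change of 1.497 (SE 0.214, limma adjusted p = 0.0383). Its log2 ratio was 1.45 (1.17 to 1.77) in 22Rv1 and 1.54 (1.29 to 1.82) in LnCAP. In limma the call for MAF was lost with TMM scaling (adjusted p = 0.0563) and when protein-coding genes alone were tested (adjusted p = 0.134). It was also lost without a filter (adjusted p = 0.922) and without the line in the model (adjusted p = 1). Without a filter or without the line, every other limma call was lost as well, that of GLYATL1 included. The other calls were 4 noncoding or pseudogene features. RPL8P4, a processed pseudogene of the ribosomal protein gene RPL8 on chromosome 3 (174377244 to 174378005), rose from 7 to 88 reads in 22Rv1 and from 2 to 99 in LnCAP, with a log2 fold change of 4.08 (SE 0.471, adjusted p = 0.00587). RPL8 itself, looked up after this call was seen, had log2 ratios of -0.21 and 0.06. Of the 50-base windows of RPL8P4, 2.24% also occur in RPL8, so some of its reads may belong to RPL8.

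MIR3648-1 and MIR3648-2 are copies of a short RNA gene within ribosomal DNA on chromosome 21. They rose by log2 fold changes of 1.68 (SE 0.186, limma adjusted p = 0.00518) and 3.64 (SE 0.480, adjusted p = 0.0198). DESeq2 did not call MIR3648-2 (adjusted p = 0.359). Their annotated sequences are identical in 100% of 50-base windows, so the split of reads between them is uncertain. The antisense feature ENSG00000259001 (chromosome 14, 20343048 to 20343685) rose by 1.31 (SE 0.143, adjusted p = 0.00518). It lies over RPPH1, the RNA component of RNase P (20343075 to 20343407), which is listed at 0 in all libraries. In all, 5 features rose and 1 fell among 21516 tested. In the simulation, calls of limma among unchanged genes exceeded the share that its threshold allows for, so these calls may hold more false ones than 0.05 implies. At an unadjusted p under 0.05 there were 434 higher and 410 lower, against 1076 expected by chance.

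edgeR on the recovered reads called 23 higher and 7 lower, including the 6 of limma. Some of these calls rest on 1 line, with at most 3 reads per library in the other. They include PDK4, GRIA2 and KCNC4, which were read in 22Rv1, and PLA2G4D and ACKR3, which were read in LnCAP. BHLHE40, a helix-loop-helix repressor, had an edgeR log2 fold change of 1.44 (adjusted p = 0.00182; limma adjusted p = 0.0633). DPYSL4 had 1.42 (edgeR adjusted p = 0.0222) and the synaptic vesicle gene SYT4 0.97 (adjusted p = 0.0345). On the lower side, edgeR called DDC, the aromatic amino acid decarboxylase, at -0.79 (adjusted p = 0.0216). Of the hypoxia list below, edgeR called 6 members higher, namely VEGFA, BNIP3, KDM3A, PFKFB4, PDK1 and BNIP3L, which were named after their values were seen.

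As groups, genes of low-oxygen response were higher with GLYATL1 shRNA in both lines, and those of glycolysis were so more clearly in LnCAP than in 22Rv1. The hypoxia response list rose over both lines (limma camera adjusted p = 1.15e-33; adjusted p = 0.967 with an estimated correlation). Of its 27 measured members, 23 were higher in both lines and 1 lower in both. No member passed the limma test over all genes, while 17 rose and 0 fell adjusted over the list alone. The median log2 ratio was 0.29 in 22Rv1 and 0.91 in LnCAP, above all 10000 matched random lists in each. PPFIA4, a liprin, was higher by 0.56 in 22Rv1 and 2.25 in LnCAP. PFKFB4, which makes the glycolytic activator fructose 2,6-bisphosphate, was higher by 0.37 and 1.95. The stress-responsive gene NDRG1 was higher by 0.16 and 1.76, and the mitophagy receptor gene BNIP3 by 0.64 and 1.24.

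**Figure D2:**
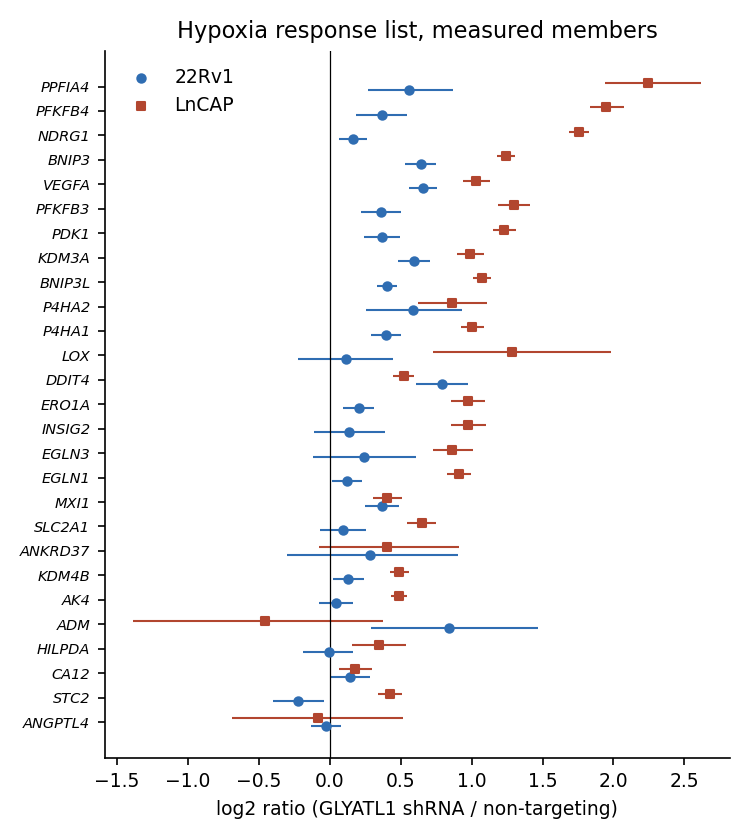
Log2 ratio of GLYATL1 shRNA to non-targeting shRNA (horizontal axis) for the 27 measured members of the hypoxia response list, with 1 circle for 22Rv1 and 1 square for LnCAP per gene and bars for the exact 95% counting interval. In LnCAP 25 members lie above 0, and in 22Rv1 24 do.

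The glycolysis list also rose (camera adjusted p = 7.32e-17; adjusted p = 0.967 with an estimated correlation). Adjusted over the list alone, 9 of its 21 measured members rose and 0 fell, and none passed over all genes. In LnCAP 20 members were higher and the median was 0.79. In 22Rv1 12 were higher and 9 lower, with a median of 0.05, which still lay at percentile 99.80 of the random lists. With the trends of gene length and GC content removed, the medians were 0.18 in 22Rv1 (percentile 99.98) and 0.73 in LnCAP. PFKFB3, PGK1 (phosphoglycerate kinase) and ALDOC (an aldolase) had log2 ratios of 0.36, 0.26 and 0.42 in 22Rv1 and of 1.297, 1.156 and 0.936 in LnCAP. The hypoxia and glycolysis lists share 3 members. The 18 glycolysis genes outside the hypoxia list had medians of 0.02 in 22Rv1 and 0.79 in LnCAP.

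Immediate early genes, the first transcripts made after growth factor or stress signals, rose as a list (camera adjusted p = 0.00921; adjusted p = 0.967 with an estimated correlation). None of the 28 measured members passed alone. The list's median was 0.32 in 22Rv1, above all 10000 random lists, and 0.03 in LnCAP (percentile 72.94). In 22Rv1 FOS was higher by 0.80, the phosphatase genes DUSP6 and DUSP4 by 0.73 and 0.78 and the ETS factor gene ETV5 by 0.34. In LnCAP DUSP4 was higher by 0.20, while FOS (15 and 10 reads), DUSP6 (3 and 2) and ETV5 (1 and 8, GLYATL1 shRNA first) had too few reads for a ratio to be read.

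Chaperones of the endoplasmic reticulum were lower in both lines. The unfolded protein response list fell (camera adjusted p = 1.68e-05; adjusted p = 0.967 with an estimated correlation), with 19 of 24 members lower in both lines and 0 past the test singly. Its medians of -0.28 in 22Rv1 and -0.14 in LnCAP lay at percentiles 0.02 and 0.01. HSPA5, the main chaperone of that compartment, was at -0.60 and -0.34. HSP90B1 was at -0.46 and -0.28, MANF at -0.43 and -0.30, and PDIA4 at -0.54 and -0.17.

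Cholesterol biosynthesis fell as a list (camera adjusted p = 0.000166; adjusted p = 0.967 with an estimated correlation), and the lines differed within it. In 22Rv1 24 of 25 members were lower, with a median of -0.44 below all random lists. In LnCAP 15 were higher and 10 lower, with a median of 0.09. HMGCS1 was at -0.65 in 22Rv1 and -0.08 in LnCAP, NSDHL at -0.87 and 0.17 and TM7SF2 at -0.22 and -0.65. NRF2 and metal response genes fell as a list too (camera adjusted p = 0.000581; adjusted p = 0.967 with an estimated correlation), with 18 of 26 members lower in both lines. That list's median was -0.25 in 22Rv1 (percentile 0.24) and -0.06 in LnCAP (percentile 9.43, inside the random lists). The metallothionein gene MT2A was at -1.14 and -0.64. The aldo-keto reductase genes AKR1C1 and AKR1C3 were at -0.33 and -0.17 in 22Rv1 and the export pump gene ABCC2 at -0.08, and these 3 genes had at most 9 reads per library in LnCAP. Neither list had a member past the test.

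Genes of prostate luminal identity fell as a list (camera adjusted p = 0.0179; adjusted p = 0.967 with an estimated correlation). The list's median was -0.16 in 22Rv1 (percentile 8.65, inside the random lists) and -0.13 in LnCAP (percentile 0.29). Adjusted over the list alone, 4 of 20 members fell and 0 rose. Among them were ACP3 (prostatic acid phosphatase), TMEFF2 and SLC45A3, with log2 ratios of -0.29, -0.25 and -0.68 in 22Rv1 and of -2.001, -1.317 and -0.427 in LnCAP. The luminal keratin gene KRT19 was higher in 22Rv1, at 0.52, and had 19 and 9 reads in LnCAP. The luminal list lost its call without the line in the model (adjusted p = 0.233), as did NRF2 and metal response (0.138). The interferon response list also fell (camera adjusted p = 0.0379; adjusted p = 0.967 with an estimated correlation), a call lost with a mean CPM of at least 1 (adjusted p = 0.0586) and with protein-coding genes alone (0.0856). Of its 32 members 25 were lower in LnCAP, and 17 were lower and 15 higher in 22Rv1. PARP12 was at -1.02 in 22Rv1 and -0.39 in LnCAP, and DDX60 at -0.66 and -0.63.

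The androgen response list did not pass (camera adjusted p = 0.631). Adjusted over that list alone, MAF and NDRG1 rose and SLC45A3 fell, and fry's mixed test, which asks for changes in either direction, gave an adjusted p of 0.0488. Acyl-CoA handling and detoxification (adjusted p = 0.530), glutamine metabolism (0.785), fatty acid oxidation (0.445) and the tricarboxylic acid cycle (0.631), the pathways nearest to the enzyme itself, were not called by camera either. With the arms of LnCAP exchanged, camera at the preset correlation called glutamine metabolism (adjusted p = 0.0105) and the tricarboxylic acid cycle (0.0147). Their medians were -0.19 and -0.12 in 22Rv1 and 0.09 and 0.08 in LnCAP, each within the central 95% of the random lists. A test over both lines does not detect such opposite movement. In glutamine metabolism, GFPT1, the first enzyme of hexosamine synthesis, was at -0.56 and -0.51 and fell adjusted over the list alone. All 9 camera calls rest on the preset correlation, and fry called 0 lists by direction.

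In 22Rv1, 658 genes were at least 2-fold higher and 260 at least 2-fold lower among 19310 with a mean CPM of at least 1. Of these, 327 and 92 were protein-coding. SHISA7, a receptor-associated membrane protein gene, was higher by a log2 ratio of 2.41 (1.84 to 3.27). The secretory granule gene CHGB (chromogranin B) was higher by 2.40 (1.92 to 3.09). The neuroendocrine list had a median of 0.41, above all 10000 random lists, with 12 of 14 members higher, 1 of them (CHGB) by 2-fold or more. Smaller ratios were those of SCG3 at 0.85, SNAP25 at 0.76, SRRM4 at 0.36 and ENO2 at 0.30. PDK4, a kinase that blocks pyruvate dehydrogenase, was higher by 1.87 (1.78 to 1.96), with 4545 reads against 1352. LINC00173, TMEM151A, CCDC85A, DISP3, USH1C and TCIM were higher by 1.72 to 1.93. MIR3648-1 was at 2.13 and a 5.8S rRNA feature at 2.13. Genes of the TNF and NF-kappaB response had a median of 0.37 (percentile 99.67), with BIRC3 at 1.48.

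On the lower side in 22Rv1, the adrenergic receptor gene ADRA2A was at -1.71 (-2.18 to -1.33), VWA2 at -1.47, the matricellular gene CCN2 at -1.31 and the WNT receptor gene FZD9 at -1.30. The methyltransferase genes SMYD2 and SETD9 were at -1.25 and -1.22, the cytochrome gene CYP2C8 at -1.21 and the neuropeptide gene GAL at -1.17. The pseudogene RPSAP54 was at -1.34 and RNA5-8SN3, a 5.8S rRNA copy, at -5.03. Fatty acid synthesis genes had a median of -0.22 (percentile 0.38). These sets describe 1 pair of libraries. They held 93 and 36 genes when a mean CPM of at least 5 was required.

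In LnCAP, 222 genes were at least 2-fold higher and 317 at least 2-fold lower among 16625, of which 82 and 168 were protein-coding. The higher set held 10 of the 27 measured hypoxia members. With a mean CPM of at least 5, NDUFA4L2, a mitochondrial complex subunit homolog, was higher by 2.46 (2.17 to 2.81), the collagen lysyl hydroxylase gene PLOD2 by 2.33 (2.06 to 2.65) and PPFIA4 by 2.25 (1.94 to 2.62). PFKFB4, NDRG1, DPYSL4, SYT4, MAF, TENM1 and IGFBP3 followed at 1.42 to 1.95, and the phospholipase gene PLA2G4D was at 2.34. PLOD2 was at -0.08 in 22Rv1. SNORD3B-2, a copy of the U3 small nucleolar RNA, was at 5.32.

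Among the lower genes in LnCAP, the hormone gene RLN1 (relaxin) was at -2.13 (-2.61 to -1.75), ACP3 at -2.001 (-2.53 to -1.58), ZNF702P at -1.80 and ZC3H12A-DT at -1.79. ZBBX, the tubulin gene TUBB4A, the chemokine receptor gene ACKR3, the kinase gene MARK1, the desaturase gene SCD5 and ZNF844 were at -1.76 to -1.42. RNA5-8SN2 was at -8.67 on 3 against 2137 reads. The luminal identity list had a median of -0.13 (percentile 0.29). With a mean CPM of at least 5 the sets held 52 and 51 genes.

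Both lines shared 19 genes at least 2-fold higher, against 2.69 for independent lists, and 12 at least 2-fold lower, against 2.07. That expectation takes every gene as equally likely to enter a set. Genes in opposite directions exceeded it too (24 against 3.88 and 5 against 1.43). The excess alone therefore does not show a shared or an opposite response. With a mean CPM of at least 5 the shared counts were 5 and 1, the 1 lower gene being GLYATL1 itself. Most of the genes named here lie below that level. The shared higher genes included STC1, a secreted glycoprotein gene, at 1.53 (0.89 to 2.39) in 22Rv1 and 1.98 (1.49 to 2.65) in LnCAP. Among them were also TCAF2 at 1.38 and 2.78, BHLHE40 at 1.63 and 1.25, DPYSL4 at 1.15 and 1.56, HIF1A-AS3 at 1.15 and 1.31 and the AP-1 gene FOSB at 1.39 and 1.13. The shared lower genes besides GLYATL1 and RNA5-8SN2 included RAB40A at -1.32 and -1.31, RAMAC at -1.18 in each line, SLITRK3 at -1.09 and -1.37, RASD1 at -1.01 and -2.22 and the pseudogene RPL37AP1 at -1.10 and -1.17.

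Across the 21516 tested genes, the log2 ratios of the lines were close to unrelated, with Pearson r = -0.0342 and Spearman rho = -0.0608 across genes, which are not independent replicates. Above the median expression the values were -0.139 and -0.153, and 45.0% of tested genes had the same sign in both lines. In opposite directions at 2-fold or more were 24 genes higher in 22Rv1 and lower in LnCAP, against 3.88 for independent lists, and 5 the other way, against 1.43. With a mean CPM of at least 5, the total of 29 opposite genes came to 5.

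**Figure D3:**
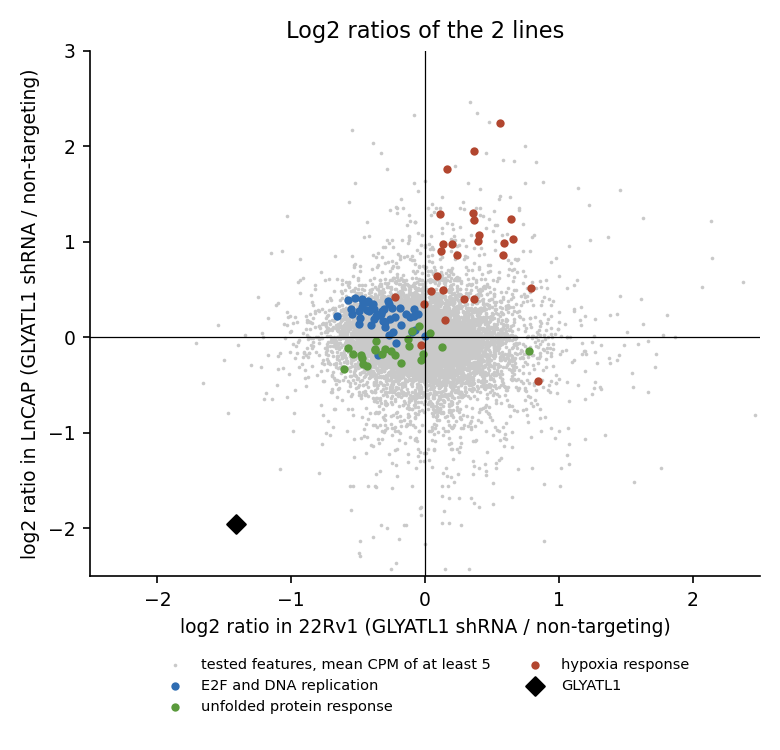
Log2 ratio of GLYATL1 shRNA to non-targeting shRNA in 22Rv1 (horizontal) and LnCAP (vertical) for 13019 genes with a mean CPM of at least 5 in grey (11 lie outside the axes), with members of 3 gene lists and GLYATL1 in colour. Hypoxia response members lie mostly at the upper right, E2F and DNA replication members at the upper left and unfolded protein response members at the lower left.

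Proliferation genes moved apart in the lines. All 48 measured E2F and DNA replication genes were lower in 22Rv1, 42 of them beyond counting error, and 46 were higher in LnCAP, 39 beyond counting error. The medians were -0.33 and 0.24, at percentiles 0 and 100 of the random lists. UHRF1 was at -0.66 in 22Rv1 and 0.22 in LnCAP, MCM3 at -0.50 and 0.14, CLSPN at -0.54 and 0.24, and GINS2 at -0.35 and -0.19. Mitosis genes had medians of -0.24 and 0.18, with AURKA at -0.67 and 0.19, CCNB1 at -0.57 and 0.13 and CDC20 at -0.72 and 0.29. MYC targets and ribosome biogenesis genes had medians of -0.32 and 0.24, with PES1 at -0.63 and 0.06. Replication-dependent histones stood at -0.38 and 0.19 and nuclear-encoded oxidative phosphorylation at -0.19 and 0.11. With the trends of gene length and GC content removed, the 22Rv1 medians shrank to -0.22 for E2F and DNA replication, -0.13 for mitosis and -0.22 for MYC targets. In LnCAP they came to 0.21, 0.15 and 0.18. All of these stayed beyond the random lists. With the arms of LnCAP exchanged, so that the coefficient measures the difference between lines, camera called 16 lists. Among them were E2F and DNA replication (adjusted p = 1.61e-22), MYC targets (3.82e-19) and mitosis (3.35e-16), at the preset correlation. Neuroendocrine genes differed the other way (adjusted p = 0.00250). Of the lists called over both lines, this fit also called glycolysis (adjusted p = 2.27e-08), cholesterol biosynthesis (4.12e-08), hypoxia response (0.000437) and immediate early genes (0.017). It called none of the others. Ratios were higher in LnCAP for glycolysis, cholesterol biosynthesis and hypoxia response, and higher in 22Rv1 for immediate early genes. Like the calls over both lines, the calls of this fit rest on the preset correlation, and no values with an estimated correlation are given for them.

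**Figure D4:**
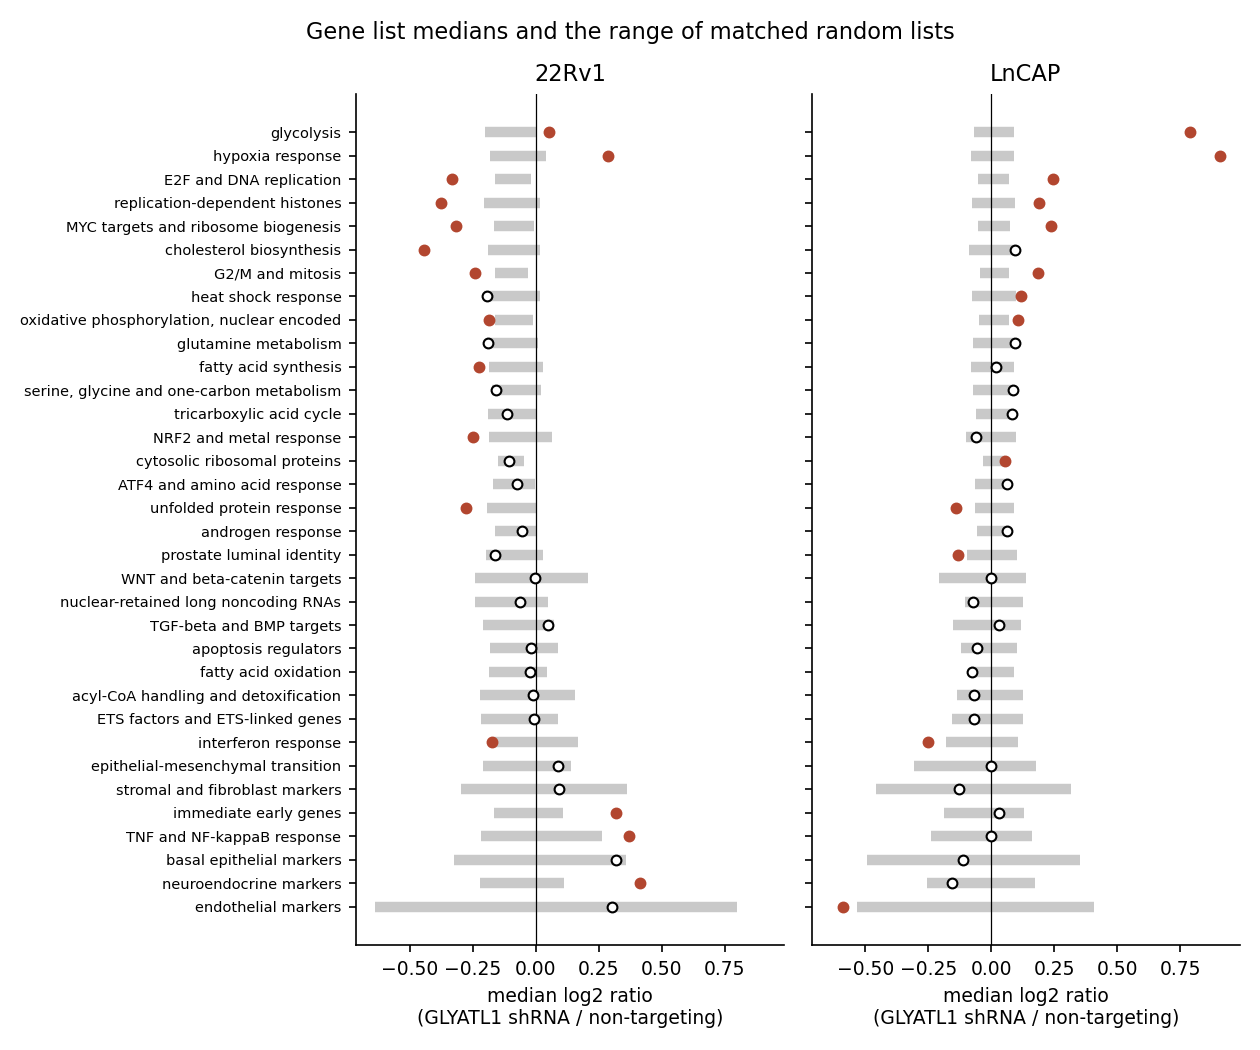
Median log2 ratio of GLYATL1 shRNA to non-targeting shRNA (horizontal axis) of 34 gene lists, in 22Rv1 (left) and LnCAP (right). Grey bars span the central 95% of 10000 expression-matched random lists, and filled points lie outside it, which holds for 15 lists in 22Rv1 and 13 in LnCAP.

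Markers of other cell types were sparsely measured. Only 2 of 16 leukocyte markers and 6 of 12 endothelial markers had enough reads to be tested, and the endothelial median was 0.30 in 22Rv1 and -0.59 in LnCAP (percentile 1.47). Of 18 stromal markers 10 were tested, among them FBLN1 at -1.02 in 22Rv1 with 0 and 12 reads in LnCAP, which fell adjusted over the list alone, and VIM at 0.12 and 0.69. Of 14 basal epithelial markers 7 were tested, with CD44 at 0.80 and LAMB3 at 1.26 in 22Rv1, each with at most 4 reads per library in LnCAP.

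The lines themselves differed in 7687 genes at an adjusted p under 0.05 and at least 2-fold (limma), 2955 higher in LnCAP and 4732 higher in 22Rv1. The androgen target genes TMPRSS2 and KLK3, which encodes prostate-specific antigen, were higher in LnCAP by 2.44 (SE 0.184, adjusted p = 8.95e-07) and 1.95 (SE 0.195, adjusted p = 8.34e-06). ETV1 was lower in LnCAP by -1.93 (SE 0.174, adjusted p = 3.63e-06). SPON2 had 9978 and 14886 reads in LnCAP and 8 and 32 in 22Rv1. CDH26, LDAH, TNFRSF19, ACKR3 and ATP11A had 498 to 4024 reads per LnCAP library and at most 14 in 22Rv1. HGF, the hepatocyte growth factor gene, had 7021 and 6344 reads in 22Rv1 and 0 and 1 in LnCAP. SLC17A7, TSPAN8, CACNA2D1, MGAT4C and PDK4 had 1352 to 7565 reads per 22Rv1 library and at most 3 in LnCAP. A split of these counts by scaling moved: with library totals 2283 were higher in LnCAP and 5513 in 22Rv1, and with the deposited scaling 3922 and 4268.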

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

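Of the tests below, those on gene length and GC content and on the shared sequence of RPL8P4 were set out before their results were seen, and the others were chosen after. The values that stood out are those that went opposite ways in the lines. For single genes the difference has only the limma fit with the arms of LnCAP exchanged as its test, in which the effect shared by the lines is the residual.

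The median log2 ratio of the E2F and DNA replication list was 0.577 higher in LnCAP than in 22Rv1. The difference was 0.553 for MYC targets and ribosome biogenesis, 0.562 for replication-dependent histones, 0.425 for mitosis and 0.294 for nuclear-encoded oxidative phosphorylation. These differences of medians were not tested as such. Camera with the arms of LnCAP exchanged gave adjusted p values of 1.61e-22, 3.82e-19, 1.53e-10, 3.35e-16 and 4.1e-07 at the preset correlation. No values with an estimated correlation are given for this fit.

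Gene length or GC content bias was weighed first for the opposite movement of DNA replication, mitosis and ribosome biogenesis genes, since log2 ratios rose with exon length in 22Rv1 (r = 0.178 across genes) and fell with it in LnCAP (r = -0.151). After removal of the trends with length, GC content and expression, 6 of the 6 list medians stayed beyond the random lists, with E2F and DNA replication at -0.22 in 22Rv1 and 0.21 in LnCAP, so this bias is not the whole cause. It could be part of it, since mitosis in 22Rv1 went from -0.24 to -0.13. Counting noise is argued against by the 79.1% of members that were higher in LnCAP beyond counting error, and an exchange of arm labels in 1 line by GLYATL1, whose intervals reach no higher than -1.28 in either line. The growth state of the cultures at harvest stays open: 93.3% of the members moved together in opposite directions, which a difference in growth between the flasks of each pair could give, and 1 culture per arm and line leaves it and a line-specific effect of the knockdown as explanations that cannot be told apart.

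The higher hypoxia response genes in both lines were weighed in the same way. With the trends of length and GC content removed, the hypoxia list lay at percentile 100 in both lines, at 0.25 in 22Rv1 and 0.95 in LnCAP. Scaling of the libraries is argued against by the lowest median of the list under 3 other scalings, 0.304 in 22Rv1, where all tested genes had a median of -0.015. The culture state of the flasks at harvest, such as oxygen or cell density, cannot be told apart from an effect of the hairpin, since 85.2% of members were higher in both lines and the shRNA flask of each line was a single culture. Whether lower GLYATL1 is a candidate explanation was not tested, with 1 hairpin per line.

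For short RNA and pseudogene features with large ratios, reads moved between near-identical copies were weighed: summed over the annotated SNORD3 copies, the LnCAP ratio was 0.598, but a rise of SNORD3B-2 alone would have moved that sum by only 0.236 and the other copies were higher too (38179 to 47845 reads), so the sum leaves movement of reads between U3 copies open. With non-targeting shRNA MIR3648-2 held at most 0.234% of the reads that MIR3648-1 gained, which argues against reads taken from MIR3648-2 as the cause for MIR3648-1. MIR3648-2 held at most 1.91% of the summed reads of a library, so reads assigned to it from its identical copy stay open as the cause of its own ratio. The summed 5.8S rRNA features had a ratio of -5.763 in LnCAP, but 6 features without annotation had swings of similar size and are not in that sum, so it stays open. Only 2.24% of the 50-base windows of RPL8P4 occur in RPL8, and reads with mismatches from RPL8 stay possible.

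With the arms exchanged, limma called 2 of 21516 features, both without annotation and singled out after their values were seen. ENSG00000275252 had 26 and 1107 reads in 22Rv1 and 1082 and 21 in LnCAP, a difference of LnCAP minus 22Rv1 of 10.839 (adjusted p = 0.000155). ENSG00000275783 had 1 and 2275 reads in 22Rv1 and 450 and 1 in LnCAP, a difference of 16.784 (adjusted p = 0.00177). The named genes with opposite ratios did not pass (lowest adjusted p = 0.482). Their difference was 6.49 for SNORD3B-2 and -2.759 for SNORD3B-1, whose reads are shared with other U3 copies. It was -3.374 for ARMH1, -3.074 for SCD5, -2.876 for the sodium-proton exchanger gene SLC9A3, 2.832 for the inflammasome gene NLRC4, -2.695 for the pseudogene RPLP0P2 and 2.746 for APBA2.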

How the results depend on the processing

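The log2 ratios of GLYATL1 kept their direction and size under the other scalings and pseudocounts tried, from -1.413 to -1.347 in 22Rv1 and from -1.960 to -1.919 in LnCAP. Alternatives chosen after seeing the data were edgeR with TMM, RLE scaling in limma for the joint test, TMM scaling (except as the main scaling of the line contrast), fry, protein-coding genes alone, a mean CPM of at least 5 for the genes opposite in the lines and of at least 20 for the correlation. Pseudocounts of 0.5 and 10 for the joint test and the line contrast and of 10 for the lists, and the deposited scaling for the line contrast, were also chosen then. Where no cause is given below, the cause was not tested.

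Genes higher and lower over both lines (5 and 1) came to 23 and 7 with RLE in edgeR and with TMM in edgeR, 17 and 5 with library totals, 9 and 2 with DESeq2, 8 and 2 with limma-voom, 8 and 3 with a mean CPM of at least 1, and 18 and 5 with a pseudocount of 10. They came to 0 and 0 without a filter, where 38046 genes were tested, and to 0 and 0 without the replicate block (arm only), where the difference of the lines enters the residual. With the arms exchanged in LnCAP they came to 0 and 2, and with protein-coding genes alone 0 were higher. The 6 calls were all shared with edgeR, limma-voom and library totals. DESeq2 lost MIR3648-2 (adjusted p = 0.359), TMM scaling in limma lost MAF (0.0563), and all 6 were lost without a filter and without the replicate block. Leaving out 1 library leaves no residual degrees of freedom and hence no test. No paired analysis beyond the block by line was possible because each line has 1 library per arm.

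The 2-fold sets (658 higher and 260 lower in 22Rv1, 222 and 317 in LnCAP, 19 and 12 in both) followed the treatment of low counts. They came to 323, 105, 123, 160, 11 and 4 with a pseudocount of 10, to 1370, 670, 680, 1005, 57 and 39 without a CPM minimum, to 93, 36, 52, 51, 5 and 1 with a mean CPM of at least 5, and to 327, 92, 82, 168, 9 and 5 for protein-coding genes alone. Genes opposite in the lines went from 29 to 5 with a mean CPM of at least 5. With other scalings, a pseudocount of 0.5 and thinning, the set sizes stayed within 1.5 times. The members changed more with thinning. It kept 592 of the 658 and 233 of the 260 genes in 22Rv1 and 174 of the 222 and 254 of the 317 in LnCAP. Of the 19 and 12 genes in both lines it kept 12 and 11.

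The correlation between lines was -0.0476 with a pseudocount of 10, -0.1048 with a mean CPM of at least 5, -0.1843 with at least 20 and -0.0476 for protein-coding genes alone. The 9 lists called by camera came to 0 with the estimated correlation, 0 with fry and 16 with the arms exchanged, and to 6 to 10 otherwise, 6 of them shared without the replicate block, where luminal identity and NRF2 and metal response were among those lost. Another scaling shifted all ratios by at most 0.0648. The line contrast stayed within 1.5 times, from 5132 to 9593 genes. Depth limits the family of GLYATL1 and genes below a mean CPM of 5.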

Other observations

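The list of nuclear-retained long noncoding RNAs had similar medians of -0.06 in 22Rv1 and -0.07 in LnCAP, with 7 and 8 of its 10 members lower. Apart from the rest, NEAT1, which scaffolds paraspeckles, was at 0.73 and -0.07, and MALAT1 at 0.51 and -0.15, as values not tested. Cytosolic ribosomal protein genes had medians of -0.11 in 22Rv1 (percentile 32.81, inside the random lists) and 0.06 in LnCAP (percentile 97.79). Of these genes, 59 of 72 were lower in 22Rv1 and 50 higher in LnCAP, and RPSA was at 0.20 and 0.53. Heat shock genes stood at -0.19 in 22Rv1 and 0.12 in LnCAP (percentile 99.10), with HSPA8 at -0.32 and -0.09.

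In the TGF-beta and BMP target list, which camera did not call (adjusted p = 0.413), ID3 was at 0.24 in 22Rv1 and 0.95 in LnCAP. ID4 was at 0.64 and TGFB1 at 0.22 in 22Rv1, with 6 and 1 reads and 8 and 1 reads in LnCAP. In the fatty acid synthesis list, ACSL4 was at -0.22 in 22Rv1 and -1.34 in LnCAP and AGPAT2 at -0.23 and -1.18. GLDC, the glycine decarboxylase gene, was at -0.34 and -0.64, and the mitochondrial acyl-CoA thioesterase gene ACOT9 at -1.01 and -0.16. ETV1, often described as highly expressed in LNCaP cells, was lower in LnCAP than in 22Rv1 here, with 207 and 260 reads against 738 and 833, while TMPRSS2 and KLK3 were higher in LnCAP.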
